A study of Procambarus virginalis with 3 samples. Its data were reported in "The methylome of the marbled crayfish links gene body methylation to stable expression of poorly accessible genes" (2018).

How the data were processed

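RNA sequencing of hemocytes, the circulating blood cells of crustaceans, was analysed in 3 libraries of the marbled crayfish (*Procambarus virginalis*), a clonal species that reproduces by parthenogenesis. The libraries carry the names hem37, hem39 and hem40. Per the labels, the source was pooled wild catches from a single lake. The labels do not say how many animals went into each library, and the study's text calls the datasets independent. Total RNA was extracted with Trizol, treated with DNase and used for TruSeq version 2 library preparation. All 3 libraries were placed in 1 group, hemocytes, from the tissue label, and they were treated as 3 replicates. Because there is a single group, no comparison between conditions was made, and the analysis concerns the level, reproducibility and variability of gene expression between libraries. The bisulfite, chromatin accessibility and other tissue datasets of the study were not analysed here.

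The authors used RSEM to estimate expression and deposited 1 gene table per library. RSEM is a program that assigns reads to transcripts and divides reads that align to several transcripts between them by their estimated abundance. The version of RSEM, the aligner, the read trimming and the release of the gene annotation were not given in the sources used here. The deposited expected counts are RSEM's estimated numbers of reads per gene. They are not normalized and need not be whole. The deposited TPM values (transcript abundance as a share of a fixed total) were made by the authors with RSEM from the same counts after division by the effective length of the gene model, and they sum to the same total in each library. TPM is therefore a share, and a change in a few abundant transcripts shifts the values of every other gene. RSEM's posterior standard deviation of the count and its interval bounds for TPM were deposited too and were handled as scores that describe the uncertainty from counting and read assignment. The level of those intervals is not given in the files. Gene identifiers name a scaffold and a prediction method, and the files do not pair them with gene names. No genome or annotation was used here, so scaffold coordinates, exon structure and sequence are not given, and Dnmt1, Dnmt3, Tet and TBP are not reported here. All columns with values per sample belonged to a labelled library.

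The files list 21773 gene models with a median length of 546 bases, of which 295 have more than 1 transcript. Totals of the expected counts were 18986789 for hem37, 17367967 for hem39 and 21143354 for hem40. A model listed at 0 has an upper limit of 3 counts, which for a model of median effective length corresponds to a TPM of 0.302 in hem37, 0.324 in hem39 and 0.280 in hem40. The reads carry no molecular identifiers in the files, so this limit and all tests on counts cover counting error only.

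As in the study, the coefficient of variation (standard deviation divided by mean over the libraries) was taken from TPM per gene, and libraries were compared in pairs by the correlation of log10 TPM. The choices of a standard deviation with n - 1, of Pearson's correlation and of genes with TPM above 0 in both libraries were made here. No minimum was set in the main calculation other than a mean TPM above 0. With 3 values, the coefficient of variation cannot exceed 1.73. Genes were divided into 5 expression quintiles by mean TPM, and into quintiles of the coefficient of variation, with quintile 1 called stable and quintile 5 called variable. The coefficient of variation that sampling of reads alone gives was obtained by drawing Poisson counts 20 times for every gene, with its summed count divided between libraries in proportion to their totals.

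Expected counts were rounded to whole numbers for all count models. Genes with a mean expected count of at least 10 were tested for variation beyond sampling noise by a chi-square test with 2 degrees of freedom of the 3 counts against library sizes scaled by TMM (trimmed mean of M values). P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. This test compares the reads of these 3 libraries and not conditions. The biological coefficient of variation, which is the spread between libraries left after counting error, was estimated with edgeR from an intercept-only design for the same genes. Its estimates by expression quintile used all genes with a count above 0. No quasi-likelihood contrast was fitted, because there is no second group. Versions were edgeR 4.0.16, DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

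The procedures were tested on simulated data for the 3 libraries. Among 16159 genes tested with Poisson counts at the real means, the chi-square test recovered 79.8% of genes raised 2-fold in 1 library and 54.5% of those raised 1.5-fold, out of 200 changed genes in all, and 3.62% of its calls were false. The simulated counts were first tested against unscaled library totals, which gave more false calls, and then against TMM-scaled totals as in the analysis of the real counts. For simulated counts with a biological coefficient of variation of 0.4, edgeR returned 0.396 over 16042 genes, and for Poisson counts it returned 0.0099 over 16138 genes.

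The rule for named genes, the tests named above and the alternatives were set before the data were examined, with the exception of 1 alternative that added RSEM's posterior variance to the Poisson variance. The rule names the 2 genes with the highest mean TPM and, among genes with a mean expected count of at least 100 and a count above 0 in each library, the 2 with the highest and the 2 with the lowest coefficient of variation. The alternatives were other scalings between libraries, other minima of TPM and counts, pseudocounts of 1, 0.1 and 0.01, removal of the Poisson part of the variance, DESeq2 dispersions, a Monte Carlo test with 10000 draws per gene, and leaving out each library in turn. A value without a test was taken as moved when it changed by more than 1 standard deviation, taken over the libraries, over the 3 pairs of libraries for correlations, or over the 3 values that leave out a library for summaries across genes. Patterns outside these results were explored afterwards and are given in the closing section.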

Results

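Hemocyte mRNA levels were measured in 3 RNA-seq libraries to describe gene expression levels and gene expression variability in a tissue that was also used for methylation and accessibility maps. The 3 libraries held a mean of 19166037 ± 1894065 expected counts (SD, n = 3). The deepest library, hem40, had 1.22 times as many counts as the shallowest, hem39. Of the 21773 gene models, 18366 had TPM above 0 in all 3 libraries and 1404 were listed at 0 in all 3. TPM reached at least 1 in 16451 models in hem37, 16146 in hem39 and 16812 in hem40, which is a mean of 16470 ± 333 (SD, n = 3). At this threshold, 15297 models (70.3%) were detected in every library. The threshold that moved this number most was a TPM of at least 0.1, which gave 18069 models.

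Expression was moderately concentrated in abundant transcripts. The 10 highest models held 11.5% of TPM in hem37, 11.7% in hem39 and 8.39% in hem40, or 10.5% ± 1.86 (SD, n = 3). The 100 highest models held 36.6% ± 3.26 (SD, n = 3). Measured as a share of expected counts, the 100 highest models of each library held 31.7%. Of the 10 highest models, 6 were the same in all libraries, and of the 100 highest, 83 were the same.

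Reproducibility between libraries was assessed by the correlation of log10 TPM across genes, which describes pairs of libraries and treats no gene as a replicate. Pearson's r was 0.947 between hem37 and hem39 over 18586 genes, 0.962 between hem37 and hem40 over 18846 genes and 0.945 between hem39 and hem40 over 18809 genes. Spearman's rho was 0.957, 0.974 and 0.953 for these pairs, respectively. The setting that moved r most was log10(TPM + 0.01) over all genes with TPM above 0 in at least 1 library, where the 3 pairs gave 0.889, 0.896 and 0.883. The pair without hem39 had the highest r under all 4 settings used. Among genes with a mean TPM of at least 1, TPM differed over 2-fold for 14.1% of genes between hem37 and hem39, for 7.92% between hem37 and hem40 and for 16.7% between hem39 and hem40. The median log2 ratio of TPM was -0.31 for hem39 over hem40 and 0.20 for hem37 over hem39, so that a typical gene lay lower in hem39. After TMM scaling these medians were -0.10 and 0.03. The counts of each pair differed by far more than sampling noise, with a chi-square per degree of freedom of 108 for hem37 and hem39, 58.4 for hem37 and hem40 and 151 for hem39 and hem40. These values are sums over genes, in which abundant genes weigh heavily, and do not describe a typical gene. Over the 3 libraries the median chi-square per gene was 8.86, against 1.39 for sampling noise alone with 2 degrees of freedom. No pair agreed within sampling noise, as a single library deposited more than once would. This does not show whether the libraries came from separate animals.

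Gene expression variability was then quantified as the coefficient of variation of TPM. Over 20369 genes, the median coefficient of variation was 0.252, with quartiles at 0.144 and 0.456. It was under 0.2 for 38.8% of genes and above 1 for 7.65%. A total of 860 genes had TPM above 0 in 1 library only and so sat at the highest possible value of 1.73. The alternative that moved the median most on the same scale was the omission of hem39, which gave 0.150. Without hem37 the median was 0.253, and without hem40 it was 0.221. The lower quartile was 0.118 without hem37, 0.0625 without hem39 and 0.0969 without hem40.

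Genes were next grouped into expression quintiles. The median coefficient of variation was 0.866 in the lowest quintile, 0.318 in the second, 0.221 in the third, 0.187 in the fourth and 0.157 in the highest. The median mean TPM rose from 0.363 to 68.2 between the lowest and the highest quintile, and the median mean expected count rose from 3 to 1325. Poisson sampling of the reads alone gave median coefficients of variation of 0.471, 0.175, 0.0904, 0.0482 and 0.0218 in the same order. Each observed median was above its Poisson value. Across genes, Spearman's rho between mean TPM and the coefficient of variation was -0.57. With genes of a mean expected count of at least 10 alone, rho was -0.32. Over all genes with a count above 0, subtraction of the Poisson part gave a rho of -0.0395. That value uses the squared coefficient of variation of TMM-scaled counts in place of TPM. Without hem39 the median was 0.130 in the third quintile and 0.0946 in the fourth. The median of the highest quintile was 0.0883 without hem39, against 0.176 without hem37 and 0.134 without hem40.

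**Figure D1:**
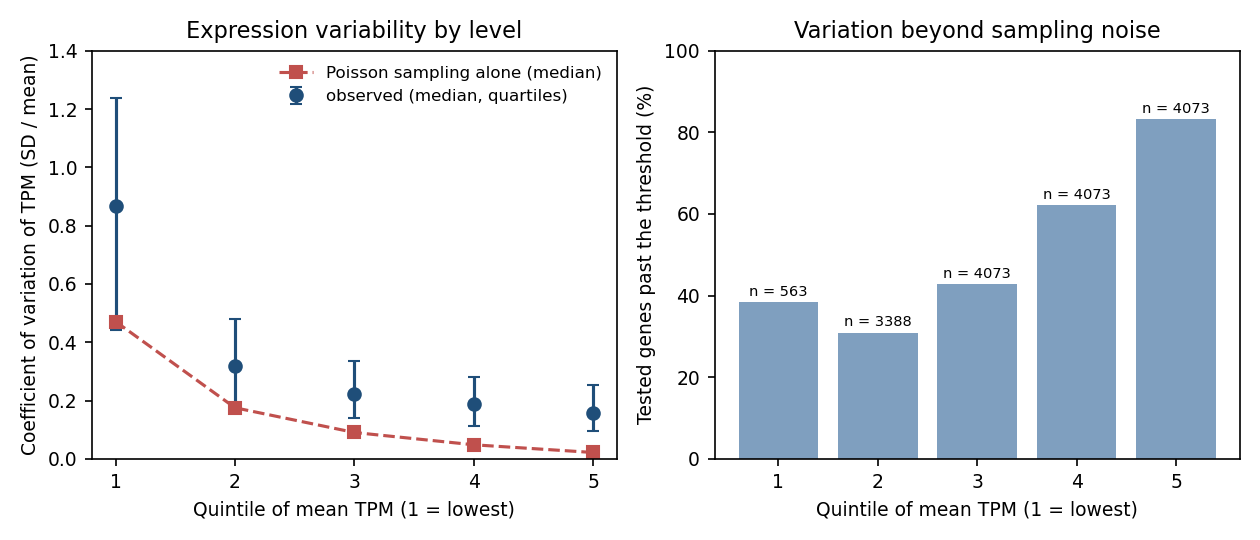
Left, coefficient of variation of TPM (SD divided by mean over 3 libraries, no unit) by quintile of mean TPM, with points at the median, bars from the lower to the upper quartile over genes, and squares at the median for Poisson sampling alone. Right, percentage of tested genes whose counts varied beyond sampling noise, with n the genes tested per quintile; the observed medians fall from 0.866 to 0.157 while the share past the threshold is 38.4% in the lowest and 83.2% in the highest quintile.

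To separate expression variability from counting error, the counts were tested against sampling noise. By the chi-square test with Benjamini-Hochberg adjustment, 8929 of 16170 genes (55.2%) varied between libraries beyond sampling noise at an adjusted p under 0.05. The share was 38.4% of 563 tested genes in the lowest expression quintile, 30.9% in the second, 42.8% in the third, 62.2% in the fourth and 83.2% in the highest. Counts rise along the same order, so smaller differences were detectable in the higher quintiles. When RSEM's posterior variance was added to the Poisson variance, 7670 genes (47.4%) passed. RSEM's own TPM intervals did not overlap between at least 1 pair of libraries for 50.5% of the same genes. The count fell most without hem39, where 5180 of 16350 genes passed. It was 7354 without hem37 and 6655 without hem40. With 2 libraries the test has fewer degrees of freedom than with 3.

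The biological coefficient of variation estimated by edgeR was 0.300 over 16170 genes, and the median of the values per gene was 0.250, with quartiles at 0.228 and 0.297. These values per gene share information between genes, so their quartiles do not give the spread of separate estimates. The alternative that moved the value of 0.300 most was the median of DESeq2's estimates per gene, 0.144. It differs in the program and the summary, and its estimates were made gene by gene. Without hem39 the edgeR value was 0.227, against 0.329 without hem37 and 0.308 without hem40. Estimated by expression quintile without the minimum count, over 4056 genes in the lowest quintile and 4073 in the highest, it was 0.592 in the lowest, 0.373 in the second, 0.281 in the third, 0.272 in the fourth and 0.295 in the highest.

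Genes with stable and with variable expression were defined as the lowest and the highest quintile of the coefficient of variation, with 4074 stable genes and 4073 variable genes. Stable genes had coefficients up to 0.124, and variable genes started at 0.541. The upper bound of the stable class was 0.0943 without hem37, 0.0498 without hem39 and 0.0758 without hem40. The median mean TPM was 20.0 in stable genes, with quartiles at 7.43 and 49.7, and 0.550 in variable genes, with quartiles at 0.160 and 1.83. The log2 ratio of these medians (variable over stable) was -5.18, and it was -2.11 among genes with a mean expected count of at least 10. It was -3.69 without hem37, -4.51 without hem39 and -3.89 without hem40. The medians themselves were 12.1 in stable and 0.94 in variable genes without hem37. They were 17.3 and 0.76 without hem39, and 13.6 and 0.915 without hem40. The median mean expected count was 290 in stable and 4.03 in variable genes. It was 141 and 6.96 without hem37, 308 and 6.17 without hem39, and 149 and 6.44 without hem40. Among the variable genes, 2814 (69.1%) had a mean expected count under 10, compared with 126 stable genes. The lowest expression quintile held 66.8% of the variable genes and 3.44% of the stable genes. Of the 1259 variable genes with enough counts to be tested, 94.8% varied beyond sampling noise, as did 39.2% of the tested stable genes. The classes and the test use the same 3 libraries, so a higher share in the variable class follows in large part from its definition. The classes rest on the deposited TPM, whereas the test uses TMM-scaled library sizes. A gene with steady TPM and many counts can thus pass the test through the scaling, so the 39.2% depends on it. The median length was 690 bases in stable and 411 bases in variable genes, a log2 ratio of -0.75. That ratio was -0.27 among genes with a mean expected count of at least 10, -0.39 without hem37, -0.98 without hem39 and -0.39 without hem40.

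The gene models with the highest mean TPM were maker-scaffold4177-exonerate_est2genome-gene-0.3 and maker-scaffold3909-snap-gene-0.0; the scaffold is part of each name. The former (733 bases) had a mean TPM of 23626 ± 9096 (SD, n = 3), with 32719 in hem37, 23630 in hem39 and 14527 in hem40. The latter (555 bases) had a mean TPM of 17086 ± 7249 (SD, n = 3), with 17610, 24059 and 9590 in the same order. Their coefficients of variation were 0.385 and 0.424, while counting error amounted to 0.177% and 0.243% of the mean. Leaving out 1 library gave coefficients of 0.228 to 0.545 for the former and 0.219 to 0.608 for the latter.

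Among the 9123 genes with at least 100 mean expected counts and a count in every library, the highest coefficients of variation belonged to maker-scaffold22358-exonerate_est2genome-gene-1.23 (1.72) and snap-scaffold6844-processed-gene-0.3 (1.71). The former had a TPM of 261 in hem39, 0.2 in hem37 and 1.12 in hem40, from 2425, 2 and 12 expected counts. The latter had a TPM of 1208 in hem39, 8.69 in hem37 and 1.68 in hem40, from 9972, 77 and 16 expected counts. Without hem39 these coefficients were 0.986 and 0.956. Both genes had no posterior uncertainty from shared reads in any library. The lowest coefficients belonged to snap_masked-scaffold3412-processed-gene-0.24, with a TPM of 13.56 ± 0.0404 (SD, n = 3), and maker-scaffold91084-exonerate_est2genome-gene-0.9, with a TPM of 25.92 ± 0.104 (SD, n = 3). Their coefficients of 0.00298 and 0.00402 lay below the counting error of 8.36% and 7.31% of the mean. By the chi-square test neither varied beyond sampling noise, with adjusted p of 0.308 and 0.187. After TMM scaling their coefficients were 0.0802 and 0.0829. Leaving out 1 library gave coefficients of 0 to 0.00365 for the scaffold3412 model and 0.00137 to 0.00545 for the scaffold91084 model.

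**Figure D2:**
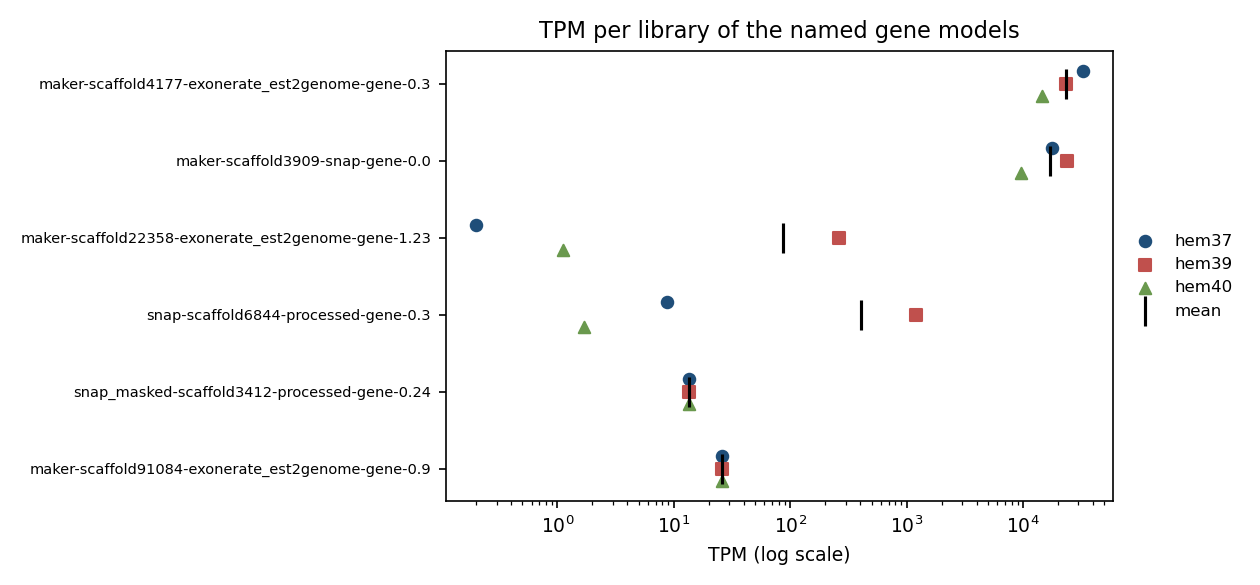
TPM (log scale) of the 6 named gene models in hem37 (circles), hem39 (squares) and hem40 (triangles), with the mean as a vertical line. The symbols of a gene are offset vertically by library. The genes with the highest coefficients of variation have TPM of 261 and 1208 in hem39 and under 10 in the other libraries. The 2 genes with the lowest coefficients lie at nearly the same TPM in all libraries.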

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

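All alternatives were chosen before the data were examined, except the addition of RSEM's posterior variance, and all were run. No paired analysis was possible because the libraries form a single group. Of the alternative values for the summaries, 54 stayed within 1 standard deviation or, for counts of genes, within 1.5 times the main value, and 34 moved. None reversed a direction. For the 6 named genes, 17 of 30 alternative coefficients of variation stayed within 1 standard deviation and 13 moved.

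The numbers of detected genes, the share of TPM in the 10 highest models, and the counts of genes beyond sampling noise under other scalings, minima and the Monte Carlo test stayed within 1.5 times the reported values. The share of tested genes beyond sampling noise depended on the minimum count, with 45.7% of 20353 genes without a minimum and 68.0% of 11426 genes at a mean expected count of at least 50, because other genes were tested. As a share of expected counts in place of TPM, the 100 highest models held 31.7%, and the cause was not tested.

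For the correlation between libraries, log10(TPM + 1) over genes detected in at least 1 library gave 0.964 for hem37 and hem39, 0.975 for hem37 and hem40 and 0.959 for hem39 and hem40. With a pseudocount of 0.01 the same pairs gave 0.889, 0.896 and 0.883. That setting brings in genes at 0 in 1 library of a pair, which the reported r leaves out. A minimum mean TPM of 1 moved only hem39 and hem40, to 0.933.

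The median spread expressed as the SD of log2(TPM + 0.1) was 0.357, which is on another scale. In the lowest expression quintile, the median coefficient of variation fell to 0.352 with a mean TPM of at least 1, to 0.320 with a mean expected count of at least 10 and to 0.283 after subtraction of the Poisson part. The first 2 of these settings replace the genes of that quintile by construction. Spearman's rho of expression and variability was -0.36, -0.32 and -0.0395 under the same 3 settings, so its size depended on how weakly expressed genes and counting error were treated. The log2 ratio of variable to stable median TPM was -2.45 at a mean TPM of at least 1 and -2.11 at a mean expected count of at least 10, where the ratio for length was -0.27. The median of DESeq2 estimates per gene for the biological coefficient of variation was 0.144. It is a median over genes and not a common value, but the median of edgeR's values per gene was 0.250. The kind of summary alone therefore does not account for the step from 0.300 to 0.144. DESeq2's estimates were made gene by gene, with quartiles at 0.0001 and 0.276. By contrast, edgeR's values per gene share information between genes. How much of the step comes from this difference was not tested.

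Leaving out 1 library in turn gave a median coefficient of variation of 0.150 to 0.253, 0.600 to 0.643 in the lowest quintile and 0.0883 to 0.176 in the highest. Spearman's rho was -0.50 to -0.39, the number of genes beyond sampling noise 5180 to 7354, and the biological coefficient of variation 0.227 to 0.329. The log2 ratio of variable to stable median TPM was -4.51 to -3.69 and that of length -0.98 to -0.39. The omission of hem39 gave the lowest value of each of the 3 median coefficients, of the number of genes beyond sampling noise and of the biological coefficient of variation, and the cause was not tested. A coefficient from 2 libraries has a lower maximum than one from 3, which lowers the values of genes detected in 1 library. For other genes, too, it tends to lie lower. The median coefficients with 1 library left out are therefore better compared with each other than with those from 3 libraries.

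Class membership depended on the libraries and the scaling. Without hem39, 1798 genes (44.6%) of the stable class and 2855 (70.8%) of the variable class were shared with the reported classes. These shares were 64.7% and 75.6% without hem37, and 58.2% and 71.1% without hem40. With TPM scaled by TMM, 2764 of the 4074 stable genes (67.8%) and 3870 of the variable genes (95.0%) were the same as with the deposited TPM. With a mean expected count of at least 10, all 3234 genes of the stable class were shared, and 1259 of the variable genes (38.9% of that class). The full share of stable genes was fixed in advance. The coefficients are the same, and the upper bound of the class was 0.109, under the reported 0.124. These 1259 are all the reported variable genes that reach this minimum, so the low share comes from the minimum. Depth limits what can be said of weakly expressed genes. The share of genes with no excess over Poisson was 40.8% in the lowest expression quintile, 32.3% in the second and 5.55% in the highest, where the median genes had 3, 20.1 and 1325 expected counts.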

Other observations

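The tests on hem39 by depth, shared reads and weak genes, on chance pairing of neighbouring models, on the split between hem39 and hem40 of genes high in 1 library, and on genes low in hem37 alone were chosen only after the result was seen. For the other tests the outcome was unknown when they were set, although some of the patterns behind them had been noticed in these same libraries, so all explanations here are exploratory. No biological explanation was tested, because the labels name a single group.

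Counting error was tested as the source of the higher coefficient of variation in weakly expressed genes. The biological coefficient of variation, which leaves counting error out and was estimated here without a minimum count, was 2.01 times as high in the lowest as in the highest expression quintile, and 1.72 to 2.74 times as high with 1 library left out. On simulated counts with equal spread the same step returned 0.404 in the lowest and 0.397 in the highest quintile. Over genes without shared reads the ratio was 2.03, which argues against shared reads. Neither is therefore the whole cause. Gene by gene, however, subtraction of the Poisson part left a Spearman's rho of -0.0395, and 40.8% of genes in the lowest quintile had no excess over Poisson. The medians after subtraction still fell from 0.283 in the lowest to 0.192, 0.148, 0.138 and 0.134 in the highest quintile. With 3 values, a gene that varies beyond sampling can show no excess by chance, above all at few counts. The 40.8% and this rho therefore cannot tell whether a part of the weakly expressed genes varies strongly or all vary alike. For a coefficient of variation taken from TPM with no minimum, the variable class is mostly made of genes with under 10 reads, so a contrast of stable and variable genes may also be a contrast of expression levels.

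Library hem39 stood apart from the other libraries. The gap between the r of hem37 and hem40 and the mean r of the pairs with hem39 was 0.0165. It was 0.0151 ± 0.00022 (SD over 20 draws) after all libraries were thinned to the smallest total, 0.0229 over 6129 genes without shared reads and 0.0442 over 8571 genes with a mean TPM of at least 10. Unequal total counts, shared reads and noise in weak genes thus do not account for it. Deviations of hem39 had a Spearman's rho with model length of -0.12 across genes, against 0.10 in hem37 and 0.03 in hem40, but centring each library within 20 length bins left a gap of 0.0157 (0.0161 before, over the genes detected in all libraries). Of the 8929 genes beyond sampling noise, hem39 was the farthest from the mean in 52.0%, hem40 in 27.2% and hem37 in 20.8%. A trend with GC content was not tested, and a difference in the animals, their state or the handling of the sample stays open.

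Some genes stood out in 1 library only. Over 16170 genes, 36 were more than 10-fold above both other libraries in hem39, 30 in hem40 and 3 in hem37, after TMM scaling and with 0.5 added to each count. Depth and read sharing as explanations for the higher number in hem39 were tested first. After thinning to the same total count, hem39 had 36.05 such genes on average and hem40 29.5. Among the 5223 genes without shared reads, hem39 had 23 and hem40 22. The order itself was then tested, and the difference between hem39 and hem40 was no larger than chance by a two-sided exact binomial test (p = 0.539). There was thus no established excess of hem39 over hem40 to explain, and for that order both tests leave these explanations undecided. The number for hem37 stayed low, at 3.05 on average after thinning and 0 among genes without shared reads. These values argue against unequal total counts and shared reads as the reason why hem37 had fewer such genes than hem39 and hem40. In the opposite direction, 52 genes were more than 10-fold below both others in hem37, 20 in hem39 and 19 in hem40, a pattern noticed in the same counts. The number for hem37 was 50.45 on average after thinning. Among genes without shared reads it was 23, against 2 in hem39 and 1 in hem40. Unequal total counts and shared reads thus did not explain it. Reads from other cells or organisms and a difference between the animals were not tested and stay open.

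The comparison of gene models with and without shared reads went against its predicted direction. Gene models with posterior uncertainty of the count had the higher median coefficient of variation in 0 of 10 deciles of mean expected count, where at least 9 had been predicted. In the fifth decile, with a median of 61 counts, the medians were 0.210 with and 0.297 without shared reads. Averaging over models that exchange reads was then tested as an explanation of the lower values, with a negative relation between the relative posterior SD and the coefficient of variation expected in at least 9 deciles. The relation was negative in 3 of 10 deciles, those with the most counts, down to a Spearman's rho of -0.15, so this prediction was not met either. It was positive in the other 7 deciles, up to 0.28, so models with a larger share of uncertain reads varied more there. Differences between the kinds of genes with and without shared reads were not tested. An effect of shared reads on variability and such differences cannot be told apart for these models, because the comparison between the sets and the relation within the set with shared reads point in opposite directions in those 7 deciles.

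Shorter models had a higher coefficient of variation, with a Spearman's rho of -0.18 over 19522 genes. Within deciles of mean expected count the median rho was 0.0840, and it was positive in all 10 deciles, from 0.02 to 0.20. The negative relation over all genes is consistent with fewer reads on shorter models, as its sign changed once counts were matched. The small positive relation at matched counts was not examined further.

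Gene models on one scaffold deviated in the same libraries more often than chance allows. For 7617 pairs of models on one scaffold, with at least 50 mean expected counts each, the mean cosine between their deviations over the 3 libraries was 0.118. In 1000 shuffles of the models within expression deciles the mean cosine lay between -0.0229 and 0.0293. For 2227 pairs without shared reads it was 0.213, above a shuffled maximum of 0.0895, which argues against reads exchanged between neighbouring copies. For 1507 pairs whose mean TPM differed over 8-fold it was 0.0874, above a shuffled maximum of 0.0428. Parts of a single evenly covered transcript would not differ that much, so split gene models of that kind are not the whole cause. Uneven coverage along a split transcript was not tested and stays open, as does shared regulation of neighbours, which is a hypothesis only. The test was prompted by the models with the highest and the third highest mean TPM, which lie on one scaffold.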
